# Custom microarray construction and analysis for determining potential biomarkers of subchronic androgen exposure in the Eastern Mosquitofish (*Gambusia holbrooki*)

**DOI:** 10.1186/1471-2164-14-660

**Published:** 2013-09-28

**Authors:** Erica K Brockmeier, Fahong Yu, David Moraga Amador, Timothy A Bargar, Nancy D Denslow

**Keywords:** *Gambusia holbrooki*, 17β-trenbolone, Androgen biomarker, Aquatic toxicology, Ecotoxicogenomics, Microarray, Gonopodium

## Abstract

**Background:**

The eastern mosquitofish (*Gambusia holbrooki*) has the potential to become a bioindicator organism of endocrine disrupting chemicals (EDCs) due to its androgen-driven secondary sexual characteristics. However, the lack of molecular information on *G*. *holbrooki* hinders its use as a bioindicator coupled with biomarker data. While traditional gene-by-gene approaches provide insight for biomarker development, a holistic analysis would provide more rapid and expansive determination of potential biomarkers. The objective of this study was to develop and utilize a mosquitofish microarray to determine potential biomarkers of subchronic androgen exposure. To achieve this objective, two specific aims were developed: 1) Sequence a *G*. *holbrooki* cDNA library, and 2) Use microarray analysis to determine genes that are differentially regulated by subchronic androgen exposure in hepatic tissues of 17β-trenbolone (TB) exposed adult female *G*. *holbrooki*.

**Results:**

A normalized library of multiple organs of male and female *G*. *holbrooki* was prepared and sequenced by the Illumina GA IIx and Roche 454 XLR70. Over 30,000 genes with e-value ≤ 10^-4^ were annotated and 14,758 of these genes were selected for inclusion on the microarray. Hepatic microarray analysis of adult female *G*. *holbrooki* exposed to the vehicle control or 1 μg/L of TB (a potent anabolic androgen) revealed 229 genes upregulated and 279 downregulated by TB (one-way ANOVA, p < 0.05, FDR α = 0.05, fold change > 1.5 and < −1.5). Fifteen gene ontology biological processes were enriched by TB exposure (Fisher’s Exact Test, p < 0.05). The expression levels of *17β*-*hydroxysteroid dehydrogenase 3* and *zona pellucida glycoprotein 2* were validated by quantitative polymerase chain reaction (qPCR) (Student’s t-test, p < 0.05).

**Conclusions:**

Coupling microarray data with phenotypic changes driven by androgen exposure in mosquitofish is key for developing this organism into a bioindicator for EDCs. Future studies using this array will enhance knowledge of the biology and toxicological response of this species. This work provides a foundation of molecular knowledge and tools that can be used to delve further into understanding the biology of *G*. *holbrooki* and how this organism can be used as a bioindicator organism for endocrine disrupting pollutants in the environment.

## Background

The eastern and western mosquitofish (*Gambusia holbrooki* and *G*. *affinis* respectively) are members of the live bearer family *Poeciliidae* that are collectively the most widely distributed freshwater fish species in the world [1]. Males and females are small in size (1–2 cm total length for males and 3–5 cm for females) and exhibit sexual dimorphism. Sexually-mature male mosquitofish have an elongation of anal fin rays 3, 4, and 5; this structure is referred to as the gonopodium and is used by males for internal fertilization of females [2]. Abnormal anal fin growth which resembles the male gonopodium can be induced in female mosquitofish by exposure to androgenic compounds [2-6].

Mosquitofish attracted the attention of environmental toxicologists after the discovery of abnormally elongated anal fins on female *G*. *holbrooki* residing downstream of a pulp and paper mill in Florida [7]. It was hypothesized that these fish were exposed to an androgenic chemical since male sex steroids induce similar phenotypes [2]. Studies utilizing the mosquitofish as a bioindicator for evaluating the impacts of paper mill effluent exposure have provided useful information on the evaluation of the physiological impacts of this exposure [8,9]; however, the identification of the chemical or class of chemicals inducing the abnormal elongation could not be elucidated from these studies.

The development and usage of gene expression biomarkers can provide knowledge on the effects at a molecular level that chemicals have on an organism [10]. Traditionally, biomarkers have been found with a gene-by-gene approach by utilizing knowledge on mechanisms of action to determine potential biomarker genes. A classic example in the field of ecotoxicology is hepatic expression of the egg yolk precursor protein *vitellogenin* (*vtg*), a gene normally only expressed in female fish but whose expression in males can be driven by exogenous exposure to estrogenic compounds [11]. For mosquitofish, potential biomarkers of androgen exposure that are expressed in the androgen-sensitive anal fin tissue include *sonic hedgehog* (*shh*), *fibroblast growth factor receptor 1* (*fgfr1*), and *muscle segment homeobox C* (*msxC*) [4,12]. While this gene-by-gene approach has been useful in the past, a method that includes the analysis of many genes at a single time could generate larger data sets for more quickly developing tools to evaluate the impacts of chemical stressors in the environment.

Microarray technologies provide a way of evaluating the expression of thousands of genes in a single sample. This platform has enabled the field of ecotoxicology to develop chemical gene expression signatures, to better understand the mechanisms of action of chemical exposure, and to elucidate potential biomarker genes [13,14]. While there are commercial microarrays for several model organisms such as zebrafish (*Danio rerio*), medaka (*Oryzias latipes*), and the fathead minnow (*Pimephales promelas*) and for commercially-important species including the Atlantic salmon (*Salmo salar*) and largemouth bass (*Micropterus salmoides*) [14], there is currently no microarray for *G*. *holbrooki* or *G*. *affinis*. This type of molecular tool could be used to further develop the mosquitofish as a robust bioindicator organism for endocrine disrupting chemicals (EDCs) by providing a better understanding of the molecular mechanisms of chemical exposure on this species and can provide a means to elucidate potential androgen biomarker genes.

The objective of this study was to develop and utilize a mosquitofish microarray to determine potential biomarkers of subchronic androgen exposure. To achieve this objective, two specific aims were developed: 1) Sequence a *G*. *holbrooki* cDNA library, and 2) Use microarray analysis to determine genes that are differentially regulated by subchronic androgen exposure in hepatic tissues of 17β-trenbolone (TB) exposed adult female *G*. *holbrooki*. By using the custom *G*. *holbrooki* microarray, we identified a set of genes that were significantly differentially regulated after 14 days of TB exposure and hypothesize that these genes could be used as androgenic biomarkers.

## Results

### *G*. *holbrooki* cDNA library sequencing and microarray construction

Table 1 depicts the results of the two sequencing analyses that were conducted. Over 700,000 contigs were obtained from the combined 454 XLR70 GS-FLX and Illumina GAIIx sequencing runs, with a greater number of large contigs obtained using the 454 XLR70 GS-FLX. In total, 285,780 sequences were obtained from both the 454 and Illumina runs after co-assembly of the two data sets using PTA, with 165,062 final assemblies passing quality control checks and used for annotation analysis. After annotation, 31,160 sequences were found which had an e-score of ≤ 10^-4^, indicating that these sequences were well-annotated and appropriate for inclusion in the microarray.

**Table 1:** ***G. holbrooki *cDNA library sequencing and assembly results**

**Roche 454 sequencing**		**Illumina sequencing**	
Total number of clean bases	1,338,668,195	Total number of bases	67,321,337
Number of fully assembled reads	8,283,907	Number of clean reads	13,930,835
Number of contigs	162,704	Number of contigs	568,658
Average contig size	256.95	Average contig size	133.25
Range of contig length	100 – 3,413	Range of contig length	50 – 2,976
*454 and Illumina co-assembly results*			
Number of starting input sequences		285,780	
Number of sequences kept after clean-up		213,296	
Number of final assemblies		165,062	
Number of gene hits with e-value ≤ 10^-4^		31,160	
Number of sequences with matches to *Homo sapiens*		27,505	
Number of sequences with matches to *Danio rerio*		31,420	

The gene selection for microarray design was based on the strength of gene annotation. To find a maximum set of non-redundant sequences representing unique genes, we selected a subset of genes for probe design from the BLAST results with e-values of  ≤ e^-7^ to ≤ e^-10^ as the cut-off thresholds in the NR & NT search and RefSeq search respectively. Selected sequences were chosen in order to obtain an overall breadth of diverse biological and molecular pathways. 

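Each array held 15204 spots other than control spots, and these carried 14979 distinct probes with a length of 60 bases. Most of the probes, 14954, were printed once per array, and 25 were printed 10 times. Gene names were taken from Additional file 1, which lists 509 of the probes, most of them with a best match in other species, so a name here is that of a homolog (vitellogenin 6 or haptoglobin, for example). The array design itself names 5 probes, among them Androgen_beta and Rack1. All other probes were analysed without a name.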

60-mer gene probes were designed for 14,758 genes for the microarray using eArray (Agilent, Santa Clara, USA). The microarray platform (GPL16784) and resulting data set (GSE45261) were submitted to the Gene Expression Omnibus (GEO) database. All reporting and depositing of microarray information was conducted per the guidelines of the Minimum Information About a Microarray Experiment (MIAME) [15].

### Microarray analysis of hepatic gene expression patterns

Figure 1 depicts the differentially-regulated transcripts by 1 μg TB/L exposure with a greater than 1.5 fold increase or a less than −1.5 fold decrease from the controls which were significantly different between treatments (one-way analysis of variance (ANOVA), p < 0.05, false discovery rate α = 0.05). 

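Liver RNA from 8 female mosquitofish was measured, 4 livers from the vehicle (ethanol) control group and 4 from fish exposed to 17β-trenbolone (TB), a synthetic androgen, at 1 μg/L for 14 days. Each liver was labelled with Cy3 and hybridised to its own one-colour array, and the 8 arrays lay in 2 rows of 4 on 1 slide. The livers are called control 1 to 4 and TB 1 to 4 after the submitters' replicate numbers. The tank of each fish is not given in the sources used here, so the p-values measure the spread between these livers. The median processed signal of an array was 50.0 to 238.5 (median 78.3) in the control group and 40.0 to 166.5 (median 60.0) in the TB group. Between 67.7% and 82.3% of the spots of a control array and between 65.4% and 81.3% of those of a TB array were well above background.

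The authors subtracted the background from the signal of each spot, discarded non-uniform spots, took log2 values and normalized the arrays by loess before a one-way ANOVA of each gene. The same order was followed from the scanner's background-subtracted signals, with cyclic loess between the arrays and the mean over repeat spots of a probe. The 9908 probes that were well above background on every array of at least 1 group were compared with limma, a linear model that shares the variance estimate across probes, with the Benjamini-Hochberg adjustment. Differences are TB minus control on the log2 scale, with the standard error (SE) from limma. For a probe that was dim on every array of a group, the fold is given as "at least". It is taken against the lowest signal that counted as well above background on each array of that group, or the probe's own value where that was higher. Choices that could change the numbers are the normalization, the background method, the filter on dim probes and the position on the slide. Slide row 1 held 1 control and 3 TB arrays and slide row 2 held 3 control arrays and 1 TB array (TB 4), so the row was also fitted as a block and each row was looked at on its own. As nearly all named probes are those that the study called on these arrays, a count over a list of named genes is not independent evidence of its direction, and a p adjusted over the list alone stays under 0.05 wherever each member was chosen at a p under 0.05.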

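The probes for vitellogenin 1, vitellogenin 6 and zona pellucida glycoprotein 2, proteins of the egg yolk and egg envelope made in the liver, were lower in every TB liver than in every control liver. Those for cystatin C, a protease inhibitor, and haptoglobin, a hemoglobin-binding plasma protein, were higher in every TB liver. Of the 9908 tested probes, 575 lay higher on all TB arrays than on all control arrays and 490 lay lower, together 10.7% of the probes, where chance gives 2.86% on average. That average does not show how far the number varies between splits of the arrays. The groups gave 1065 such probes. Among the other splits into 4 and 4, the highest gave 654, that by slide row 444, and the median was 243.5. Over all tested probes, and not only those that differ, the correlation of median-centred log2 values across probes averaged 0.0649 between arrays of the same group and −0.187 between arrays of different groups. This difference of 0.252 was larger than for any other of the 35 splits of the 8 arrays into 4 and 4 (exact permutation test, one-sided p = 0.0286, the smallest that the design allows). Complete linkage on these correlations placed the 4 control arrays in one cluster and the 4 TB arrays in the other. With average linkage, or with Euclidean distance, TB 1, TB 2 and TB 3 formed one cluster and TB 4 stood with the controls. The difference was 0.0223 within slide row 1 (exact p = 0.5) and 0.0824 within slide row 2 (exact p = 0.25), where 1 array stands against 3. With the mean of each row removed it was 0.0449, the largest among the 16 splits that keep the groups' numbers of arrays in each row (exact p = 0.0625, the smallest that these allow). As the rows hold unequal numbers of control and TB arrays, removing their means also takes out part of the group difference. The fall from 0.252 to 0.0449 is therefore no measure of slide position. Without the filter on dim probes the difference was 0.146, and without control 1, 2, 3 or 4 it was 0.211, 0.193, 0.265 or 0.204, each with an exact p of 0.0571.

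**Figure D1:**
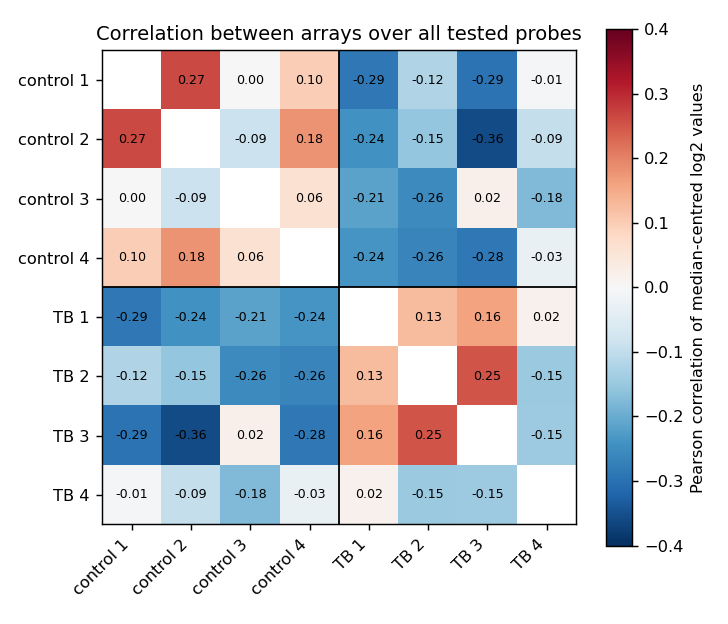
Pearson correlation between each pair of the 8 arrays over the 9908 tested probes, after each probe was centred on its median. Rows and columns are the arrays and the black lines part the 4 control from the 4 TB arrays. The correlations average 0.0649 within the groups and −0.187 between them.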

Distinct hepatic gene expression profiles between the two treatment groups were visualized using hierarchical cluster analysis (Figure 1). Under these conditions, 279 genes were down-regulated by TB as compared to the vehicle control and 229 genes were up-regulated by exposure to TB. 

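The largest differences among named probes whose TB livers all lay beyond the control livers were those of vitellogenin 6 (log2 difference −6.73, SE 1.13) and zona pellucida glycoprotein 2, and on the higher side that of a probe matched to myelin-associated glycoprotein (log2 difference 4.65, SE 0.67), which was well above background on only 1 control array and had a difference of 1.83 with normexp background correction. The probe for supervillin, an actin-binding protein, was higher by a log2 difference of 3.65 (SE 0.60) and that for cystatin C by 2.65 (SE 0.41). The probe for homeodomain interacting protein kinase 1 was dim on all control arrays and was at least 6.76-fold higher in TB livers (limma adjusted p = 0.101), and that for an adaptor protein complex 1 subunit, sigma 3b, was at least 5.19-fold higher (adjusted p = 0.0694). These bounds hold for the scanner's background subtraction, and with normexp the log2 differences were 1.01 and 0.73. On the lower side, Rho GTPase activating protein 29b was dim on all TB arrays and at least 7.80-fold lower (limma adjusted p = 0.0932; log2 difference −1.56 with normexp), and WW domain containing adaptor with coiled-coil had a log2 difference of −4.35 (SE 0.94). The alpha-A subunit of hemoglobin, the oxygen carrier of red blood cells, was lower by −2.80 (SE 0.47). A probe of elastase 2 and the pair of probes of aquaporin 12, genes of the exocrine pancreas, were lower in the TB livers as well, by −2.31, −3.39 and −2.15, as were all 9 tested probes of fibroblasts and matrix.

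An unadjusted p under 0.05 from limma with a fold above 1.5 was reached by 1677 probes, 855 higher and 822 lower in TB livers. At a log2 difference beyond 1.5, which is the smallest size listed in Additional file 1, the limma unadjusted p was under 0.05 for 472 probes, 187 higher and 285 lower (39.6% higher). With each array scaled to its 75th percentile, which puts the median difference of all tested probes at −0.169 on the log2 scale (0.0210 with loess), the split was 142 higher and 532 lower (21.1% higher). At an adjusted p under 0.05 from limma the count was 0, with 1681 probes at an unadjusted p under 0.05 and a smallest adjusted p of 0.0614. The methods' one-way ANOVA gave 1550 probes at an unadjusted p under 0.05 and 0 after adjustment. The adjusted count was 48 without TB 4 and 2 without control 2, and 20 with the 75th percentile scaling. With slide row as a block, 421 probes passed the criteria of Additional file 1, of which 307 were among the 472.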

A list of all significant differentially-regulated transcripts with a greater than 1.5 fold increase or a less than −1.5 fold decrease from the controls can be found in the supplemental materials (Additional file 1).

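The 509 probes of Additional file 1 were matched to the scanner values through the feature number of each spot. In TB livers 230 of them were higher and 279 lower, and the direction from the scanner values was the same as that in the table for 100% of the probes. The log2 differences had a Pearson correlation of 0.9995 with those of the table, taken across probes, which are not independent replicates. The smallest size in the table is a log2 difference of 1.5003, so that each listed gene differs by more than a log2 value of 1.5 and not only by a fold of 1.5. Of the 509 probes, 424 were well above background on every array of at least 1 group and were tested here, and 403 of these had an unadjusted p under 0.05 with a log2 difference beyond 1.5. The adjusted p from limma was under 0.05 for 0 of the 424, whereas 40 of the 48 probes past it without TB 4 are in the table. Over all 509 probes, tested or not, 34 were dim on all control arrays and 33 on all TB arrays, so that the size of their difference is known at best as a bound. A probe that was dim on all arrays of both groups is in both counts and has no bound.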

**Figure 1:**
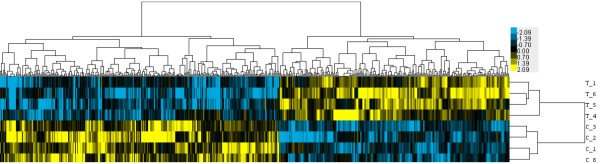
**Gene expression differences between the control and 17β-trenbolone (TB) exposed female *G*. *holbrooki *as determined by hierarchical cluster analysis.** Genes with fold changes > 1.5 fold or < −1.5 fold over controls and with one-way ANOVA p-values < 0.05 were used for this analysis, and 279 genes were found to be down-regulated by TB exposure and 229 genes up-regulated by TB exposure. Data were median-centered by gene and clustered using centered correlation and complete linkage. Yellow genes are more highly expressed than the gene average and blue genes are expressed at a lower level than the gene average. The resulting gene expression map demonstrates the distinct hepatic expression profiles of the vehicle control-exposed and TB exposed groups.

Table 2 demonstrates the gene ontology (GO) biological process categories that were significantly enriched by TB exposure as determined by gene set enrichment analysis. The percent of transcripts differentially regulated (‘dif. reg’) versus those which were not differentially regulated (‘not dif. reg)’ associated with each GO category are also included in the table. These results demonstrate the percentage of genes within a GO category which were significantly differentially regulated (as indicated by the p-value resulting from the one-way ANOVA) versus genes within the GO category that were on the array which were not significant. Fifteen biological processes were enriched by TB exposure (Fisher’s Exact test, p < 0.05). Many of these processes are related to metabolism and metabolic processes (e.g. cholesterol transport and efflux) and other molecular-level impacts (e.g. positive regulation of translation) are also present.

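Of the 15 processes, 10 have at least 1 probe in Additional file 1 that carries the GO number, and 5 (mRNA transport, platelet activation, positive regulation of translation, N-acetylglucosamine metabolic process and response to antibiotics) have none. The footnote of Table 2 words its shares as those of the GO category. The differing and other transcripts of a process would then add up to the whole, and they come to a few percent at most. Read as shares of all differing transcripts, the smallest are below 1 of the 509 probes of that file, so the set tested there was larger. A process without a probe in the file may thus have had probes in that test. The probes given here are those of the file alone. In it, 12 distinct probes carry the numbers of the 10 processes, of which 11 were higher in TB livers and 1 was lower. A probe for apolipoprotein A-I, the main protein of high density lipoprotein, carries those of 6 of the processes (lipid metabolic, lipoprotein metabolic, cholesterol biosynthetic and cholesterol metabolic process, cholesterol transport and cholesterol efflux). It is the only probe of cholesterol biosynthetic process, cholesterol transport and cholesterol efflux. This dim probe, MosFish_UF_17099, was higher by a log2 difference of 1.76, which was 0.29 with normexp background correction. Of the other probes of this gene, MosFish_UF_19673 was higher by 1.56 and MosFish_UF_19125 was lower in every TB liver by −1.71. Lipid metabolic process also holds 2 probes of fatty acid desaturase 2, which introduces double bonds into fatty acids, and 1 probe without a name that was dim on all 8 arrays. The probe of ATP synthesis coupled proton transport is subunit e 1 of the vacuolar ATP synthase, a proton pump, with a log2 difference of 1.60 (SE 0.31, adjusted p = 0.0806 from limma). RNA splicing holds the splicing factor SYF2, with a log2 difference of 1.74 (SE 0.66, limma adjusted p = 0.227), and a probe of survival of motor neuron protein interacting protein 1. The latter was dim on all control arrays and well above background on only 2 TB arrays, so its bound of at least 1.39-fold higher is uncertain. The lower probe, in regulation of protein metabolic process, is listed as insulin-like growth factor binding protein 7, although the best match in the same table is a ubiquitin-conjugating enzyme, E2 C, with a log2 difference of −2.44 (SE 0.73, limma adjusted p = 0.154). Its value was −3.20 without TB 4 (limma adjusted p = 0.0434), and −0.32 within slide row 2. The probe of regulation of Rab GTPase activity has no name and was dim on all control arrays. It was well above background on only 2 TB arrays, so its bound of at least 1.71-fold higher in TB livers is uncertain as well. In the process of the lower probe, SH3 domain containing ring finger 1 was higher by a log2 difference of 1.88 (SE 0.51, limma adjusted p = 0.129). GO numbers are given only for probes of the table, so the Fisher's exact test was not repeated. From the enriched processes, the paper concludes that TB up-regulates cholesterol and lipid metabolism.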

**Table 2:** Significantly differentially regulated biological processes during TB treatment as determined by gene set enrichment analysis

**Gene Ontology Biological Process**	**Fisher’s Raw p-value**	**Type of regulation**	**Dif. reg**^**a**^	**Not dif. reg**^**b**^
go:0006629; lipid metabolic process	0.002	Enriched	1.36%	0.72%
go:0008380; rna splicing	0.047	Enriched	1.18%	0.76%
go:0015986; atp synthesis coupled proton transport	0.001	Enriched	0.73%	0.26%
go:0051246; regulation of protein metabolic process	0.018	Enriched	0.47%	0.17%
go:0051028; mrna transport	0.025	Enriched	0.37%	0.13%
go:0030168; platelet activation	0.046	Enriched	0.36%	0.15%
go:0032313; regulation of rab gtpase activity	0.046	Enriched	0.36%	0.15%
go:0042157; lipoprotein metabolic process	0.0001	Enriched	0.35%	0.02%
go:0006695; cholesterol biosynthetic process	0.0005	Enriched	0.30%	0.02%
go:0030301; cholesterol transport	0.013	Enriched	0.24%	0.04%
go:0008203; cholesterol metabolic process	0.004	Enriched	0.18%	0%
go:0033344; cholesterol efflux	0.022	Enriched	0.18%	0.02%
go:0045727; positive regulation of translation	0.040	Enriched	0.16%	0.02%
go:0006044; n-acetylglucosamine metabolic process	0.032	Enriched	0.12%	0%
go:0046677; response to antibiotics	0.032	Enriched	0.12%	0%

a. The percent of transcripts in the GO category which were differentially regulated.

b. The percent of transcripts in the GO category which were not differentially regulated.

Figure 2 illustrates the impacts of TB exposure on processes linked to metabolism and biosynthesis using PathwayStudio^TM^, providing further support for the results of the Fisher’s exact test. 

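Only some of the genes drawn in Figure 2 could be followed on the array by name. Among them, myoglobin, an oxygen-binding heme protein, was higher in all 4 TB livers than in all control livers, with a log2 difference of 1.52 (SE 0.48, adjusted p = 0.165 from limma). Of the respiratory chain, the hinge protein of ubiquinol-cytochrome c reductase (complex III) was higher by a log2 difference of 2.28 (SE 0.55, limma adjusted p = 0.113) and subunit 12 of the NADH dehydrogenase alpha subcomplex (complex I) by 1.48 (SE 0.35, adjusted p = 0.106). Both were higher in every TB liver and are counted as higher when adjusted over the list alone, which is not independent evidence. Of the cytochrome P450 enzymes, cytochrome P450 A 37 was lower in every TB liver, with a log2 difference of −2.30 (SE 0.38, limma adjusted p = 0.0698). A probe of the family 26, subfamily A, had a log2 difference of 1.59 (limma unadjusted p = 0.0508), but was well above background on only 1 control and 3 TB arrays and so was not tested. The caption of Figure 2 gives its P450 subtypes only as a general form of name, so they were not matched to probes. Of the enzymes of steroid metabolism, hydroxysteroid (17-beta) dehydrogenase 12, which also takes part in fatty acid elongation, was dim on all TB arrays and at least 2.45-fold lower (limma adjusted p = 0.0806). Without TB 4 its limma adjusted p was 0.0434.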

A significant increase in the processes of cholesterol metabolism, steroid metabolism, and respiratory chain are correlated with an increase in the expression of genes linked to these processes, including many cytochrome P450 enzyme subtypes (Figure 2).

**Figure 2:**
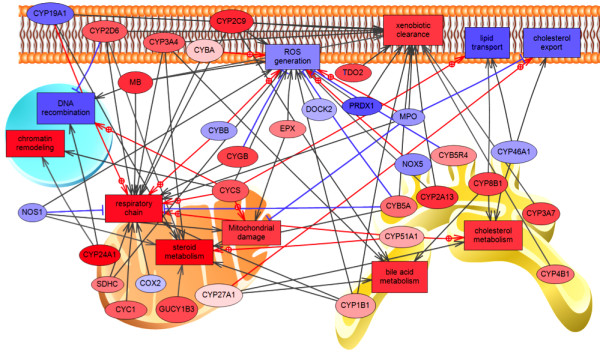
**Pathway analysis of hepatic genes differentially regulated by 17β-trenbolone: Impacts on metabolic pathways.** Connections between significantly up or down-regulated genes in the liver and enriched Biological Processes from human homolog data were visualized. The red color represents up-regulation by TB and blue color represents down-regulation by TB compared to the samples exposed to the vehicle control. The intensity of the color is correlated with the degree of differential regulation. Red solid lines represent positive regulation of gene expression, blue solid lines represent negative regulation of gene expression, and grey solid lines represent unknown direction of regulation. Oval shapes represent individual genes and boxes represent GO Biological Processes. Gene abbreviations: COX2: cyclooxygenase II; CYBA: cytochrome b-245, alpha polypeptide; CYBB: cytochrome b-245, beta polypeptide; CYB5A: cytochrome b5 type A (microsomal); CYC1: cytochrome c-1;CYCS: cytochrome c, somatic; CYGB: cytoglobin; CYP(number)(letter)(number) for all entries: cytochrome P450, family number, subfamily letter, polypeptide variant number; DOCK2: dedicator of cytokinesis 2; EPX: eosinophil peroxidase; GUCY1B3: guanylate cyclase 1, soluble, beta 3;MB: myoglobin; MPO: myeloperoxidase; NOS1: nitric oxide synthase 1; NOX5: NADPH oxidase, EF-hand calcium binding domain 5; PRDX1: peroxiredoxin 1; SDHC: succinate dehydrogenase complex, subunit C, integral membrane protein, 15 kDa; TDO2: tryptophan 2,3-dioxygenase.

### Real-time quantitative PCR (qPCR) validation of selected genes

Table 3 provides the results of the qPCR validation of the expression levels of a subset of genes selected from the microarray data. From the list of significantly up and down-regulated transcripts, five genes were selected for follow-up analysis by qPCR based on the magnitude of change in expression level, their inclusion in a significantly differentially regulated biological process, or relationship to the endocrine system: *17β*-*hydroxysteroid dehydrogenase 3* (*17βhsd3*), *androgen receptor beta* (*ARβ*), *zona pellucida glycoprotein 2* (*zp2*), *activating transcription factor 1* (*atf1*) and *acetyl*-*CoA acyltransferase 2* (*acaa2*). The ribosomal protein L8 (*rpl8*) was used for normalization of expression values and data are presented as log2-transformed fold change values. Two genes were found to be significantly expressed by qPCR in the same direction of expressional change as in the microarray data set: *17βhsd3* and *zp2* (Student’s t-test, p < 0.05). 

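On the array, 17βhsd3, an enzyme that reduces androstenedione to testosterone, had a log2 value of 4.12 ± 1.58 (SD, n = 4) in control livers and 7.33 ± 1.70 (SD, n = 4) in TB livers. The log2 difference was 3.21 (SE 0.94, adjusted p = 0.151 from limma), and 1 TB liver lay within the range of the controls (exact permutation test, two-sided p = 0.0857). With slide row as a block the difference was 2.08, and with normexp background correction it was 1.43. The probe of zp2, a glycoprotein of the egg envelope, had a log2 value of 16.89 ± 1.04 (SD, n = 4) in control livers and 10.32 ± 1.87 (SD, n = 4) in TB livers. Its log2 difference of −6.57 (SE 0.88) is a 95.3-fold lower signal and had the smallest adjusted p of all tested probes, together with a few others (adjusted p = 0.0614 from limma). Every TB liver lay below every control liver (exact permutation test, two-sided p = 0.0286, the smallest that 4 against 4 arrays allow). The difference in zp2 was −5.62 with slide row as a block, −6.67 within row 1 and −4.57 within row 2. Its limma adjusted p was 0.0222 without TB 4 and 0.0366 with each array scaled to its 75th percentile.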

Three genes, *Atf1*, *ARβ*, and *acaa2* were also expressed in the same direction as the microarray samples, albeit the qPCR results were not statistically significant (Student’s t-test, p > 0.05).

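The probe listed as atf1, a transcription factor that binds cAMP response elements, has ICER of another species as its best match. The probe was higher in every TB liver than in every control liver (exact permutation test, two-sided p = 0.0286). Its log2 difference was 3.03 (SE 1.06, adjusted p = 0.199 from limma), to which TB 1 contributed most, at a log2 value of 12.84 against 7.38 to 8.15 in the other TB livers. Without TB 1 the difference was 1.87. The probe of acaa2, a thiolase of the mitochondrial beta-oxidation of fatty acids, had a log2 value of 11.68 ± 0.68 (SD, n = 4) in control livers and 14.02 ± 1.91 (SD, n = 4) in TB livers, a log2 difference of 2.34 (SE 0.83, limma adjusted p = 0.204). The value of TB 4 lay within the range of the controls (exact permutation test, two-sided p = 0.114). Without TB 4 the difference in acaa2 was 3.23 (limma adjusted p = 0.0434), with slide row as a block it was 1.29 and within slide row 2 it was −0.15. The ARβ probe, named Androgen_beta in the array design, was lower by a log2 difference of −0.77 (SE 0.66, unadjusted p = 0.273 from limma), which is smaller than the SD of 1.28 among control livers.

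**Figure D2:**
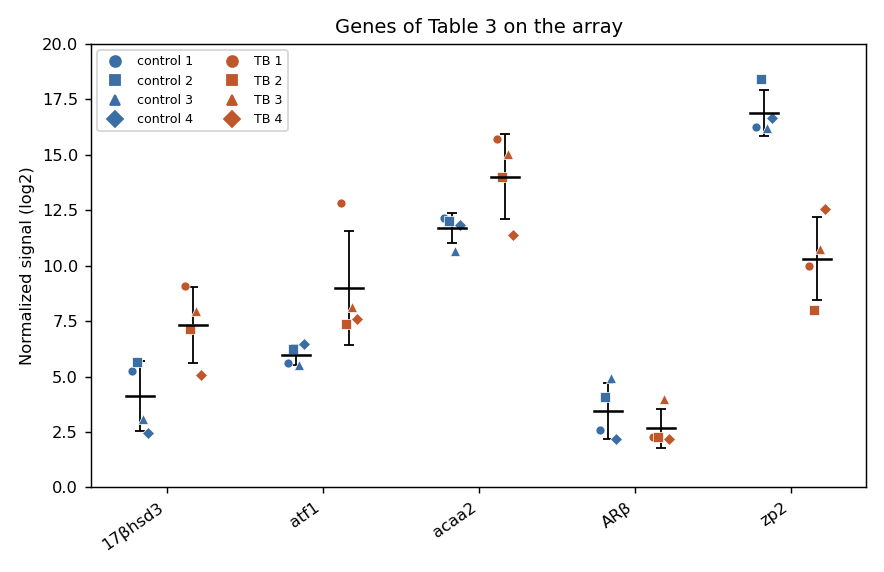
Normalized log2 signal of the array probes of the 5 genes of Table 3, with 1 point per liver (control in blue, TB in orange, symbols for the 4 livers of each group), a bar at the group mean and whiskers of 1 SD. The zp2 probe averages 16.89 in control and 10.32 in TB livers, and the groups overlap for 17βhsd3, acaa2 and ARβ.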

**Table 3:** Follow-up qPCR of gene expression changes on selected genes

**Gene name**	***Array (N = 4)***	**p-value**	***qPCR (N = 8)***	**p-value**
	**Log2 change over control**		**Log2 change over control**	
*17*-*beta hydroxysteroid dehydrogenase 3*	3.16	0.019	1.831	0.028
*Activating transcription factor 1*	3.05	0.032	1.860	0.188
*Acetyl*-*CoA acyltransferase 2*	2.40	0.031	0.951	0.405
*Androgen receptor beta*	−1.32	0.033	−0.486	0.505
*zona pellucida glycoprotein 2*	−6.487	0.0001	−7.6603	<0.001

## Discussion

Transcriptomic analyses provide a promising means of furthering the field of environmental toxicology, with several applications having been realized in full and other applications, including biomarker development, having proof-of-concept models in place [14]. As researchers continue to branch out into the study of more complex systems and environments, a need for developing molecular tools for environmentally-relevant and non-model species has become evident. In this manuscript we describe the development and use of a custom gene microarray for *G*. *holbrooki*, a potential bioindicator organism for EDCs. Through the sequencing of a *G*. *holbrooki* library, we were able to generate gene sequence information for over 30,000 genes and have developed an 8 x 15,000 gene microarray.

Controlled exposures to androgenic compounds provide insightful data on the toxic mechanism of exposures to environmental androgens. This is especially true for mosquitofish, a species with androgen-driven sexual dimorphism. This is significant for environmental health since elongation of the anal fin only found in males is present in populations of female mosquitofish residing downstream of pulp and paper mills with effluents known to contain EDCs [7,16-18]. To better understand the impacts of androgen exposure on *G*. *holbrooki* and to determine potential molecular biomarkers of androgen exposure, we analysed gene expression patterns in female *G*. *holbrooki* that were exposed for 14 days to 1 μg/L of the potent model androgen TB. A dose and time point was selected that resulted in significant anal fin elongation over the controls to provide a physiological anchor of androgenic effects for these microarray data [12]. Furthermore, because of our interest in discovering biomarkers that would be expressed during long-term exposures (i.e. in organisms that reside at a contaminated site), we chose to conduct a microarray analysis of *G*. *holbrooki* that had been exposed for two weeks *in lieu* of an acute exposure.

Previous transcriptomic analysis of TB exposures on the toxicological model species, the fathead minnow (*Pimephales promelas*), have provided insights into the mechanisms of the endocrine disrupting effects caused by this chemical. Analysis of gonadal gene expression profiles in female fathead minnows exposed to 1 μg TB/L for 4 days resulted in a larger number of downregulated GO biological processes. Many of these processes are similar to those seen up-regulated in the liver of *G*. *holbrooki* by a longer term exposure to the same dose of TB (Table 2). Notably, processes related to lipid metabolism and transcription are regulated in different directions [19]. This may be due to differences in adaptation between short and longer term exposures, as different compensatory pathways may become activated at early time points and decreased at later time points to ameliorate the biological effects of the exposure [20]. This may also be due to differences in the tissue analyzed (gonad versus liver). In hepatic gene expression analysis of female fathead minnows exposed to 0.5 μg TB/L for 48 hours, there are strong similarities to the enriched GO biological processes that were found in the data set presented in this manuscript. Notably, both data sets contain pathways related to lipid metabolism and catabolism, as well as steroid metabolism and biosynthesis (Garcia-Reyero, manuscript in preparation).

Many of the enriched significant pathways in the mosquitofish TB data were associated with lipid and cholesterol metabolism and were driven by the increased expression of genes such as *apolipoprotein A1* (*apoA*-*1*), *phosphatidylcholine*-*sterol acyltransferase*, and *lecithin*-*cholesterol acyltransferase* (Additional file 1). 

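Of 11 probes of lipoprotein and cholesterol transport, 9 were higher and 2 were lower in TB livers when adjusted over the list alone, which is not independent evidence (limma, 0 at an adjusted p over all tested probes and all 11 at an unadjusted p under 0.05). At the criteria of Additional file 1, 8 were higher and 2 lower. Apolipoprotein A-I has 3 probes that did not run the same way. MosFish_UF_17099 was higher by a log2 difference of 1.76 (SE 0.61, adjusted p = 0.194 from limma), which was 0.29 with normexp background correction, and MosFish_UF_19673 by 1.56 (SE 0.58, adjusted p = 0.22), whereas MosFish_UF_19125 was lower in every TB liver by −1.71 (SE 0.35, adjusted p = 0.0806). Lecithin-cholesterol acyltransferase, which esterifies the cholesterol of high density lipoprotein and is also called phosphatidylcholine-sterol acyltransferase, was higher in every TB liver, from 12.14 ± 0.48 (SD, n = 4) to 14.06 ± 1.12 (SD, n = 4) on the log2 scale. The 2 probes of apolipoprotein C-II, the activator of lipoprotein lipase, were higher by 2.76 and 2.24, and phospholipid transfer protein by 1.92. Apolipoprotein B, like, the structural protein of low density lipoprotein, was lower by −2.17 (SE 0.55, limma adjusted p = 0.122). The count of 8 higher probes was 4 with slide row as a block, 3 within slide row 1, 1 within slide row 2, 5 with normexp background correction and 5 without TB 1. Markers of the exocrine pancreas and of matrix were lower in the same TB livers. Of the tested markers of other tissues and cell types, 6 were lower and 4 were higher, the 2 of intestine among the higher.

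**Figure D3:**
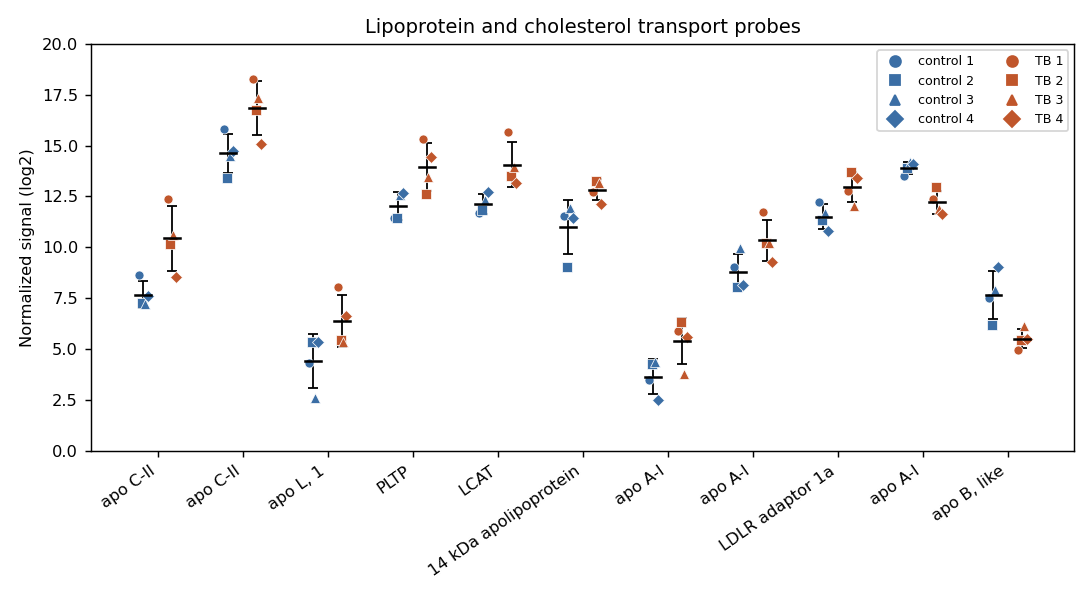
Normalized log2 signal of the 11 probes of lipoprotein and cholesterol transport, with 1 point per liver (control in blue, TB in orange), a bar at the group mean and whiskers of 1 SD. From left to right the probes run from the highest TB minus control difference, 2.76 for apolipoprotein C-II, to the lowest, −2.17 for apolipoprotein B, like.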

Similar results were demonstrated in castrated rats which were fed 1 μg/g of testosterone for 14 days, with increased hepatic synthesis of *apoA*-*1*[21]. As the cholesterogenic pathway is important for its role in producing the precursor chemicals for steroid biosynthesis, the finding that androgen exposure can upregulate pathways involved in cholesterol and lipid metabolism is of interest. Even though these two chemicals differ in their ability to become aromatized, with testosterone metabolized to estrogenic forms whereas TB in contrast is non-aromatizable and instead exhibits anti-estrogenic effects [22], the similarities seen in the impacts at the pathway level indicate that androgens elicit their effects via general disruption of metabolism. These include modulations in the GO Biological Processes of lipid metabolic process, cholesterol biosynthetic process, and regulation of protein metabolic process (Table 2).

Significant additional impacts at the gene level can be visualized using PathwayStudio™ and demonstrate the impacts of TB on cytochrome P450 enzymes. Other studies have also shown an increase in certain subtypes of P450s by TB exposure [19] and the increased expression of these key metabolic genes also feed into many significantly upregulated biological processes, including cholesterol and steroid metabolism (Figure 2). The increase in activities and expression of metabolic pathways and enzymes seen in this manuscript and by other researchers may be a response mechanism by which the cell senses abnormal steroid levels and seeks to develop the appropriate precursor chemicals that can be used to offset the unnatural steroid ratios.

One of the potential uses of –omics data is the investigation of novel biomarkers to evaluate chemical exposures on wildlife [13,14]. One of the most widely used biomarkers of androgen exposure is *spiggin*, a glycoprotein synthesized in the kidneys of male three-spined stickleback (*Gasterosteus aculeatus*) via androgen signaling [23]. In female *G*. *aculeatus*, this protein was found to be upregulated in the kidneys after exposure to 1 μg/L of methyltestosterone (MT), 5 μg/L of dihydrotestosterone (DHT), and 5 μg/L of TB, with co-treatment of the anti-androgen flutamide (flu) resulting in decreased *spiggin* protein levels [23,24]. These results indicate that this gene may be a direct target of androgen action and that *spiggin* has a strong potential to be developed as a robust biomarker for androgen exposure in *G*. *aculeatus*. However, this species’ restricted distribution to colder waters and the inability to use this protein in species outside of the stickleback family (*Gasterosteidae*) imposes limitations for this androgen biomarker’s widespread usage.

Expression of the nuclear receptors for androgen ligands, such as *androgen receptor β* (*ARβ*), is another potential biomarker of androgen exposure [25]. In *G*. *aculeatus*, *ARβ* mRNA was expressed in liver tissues at a detectable yet significantly lower level than in the gonads and kidneys, with no significant effects of gender on tissue expression level [26]. *ARβ* is also expressed at comparable levels in adult female and male *G*. *affinis* fin tissues [5] as well as in androgen-treated anal fins of *G*. *affinis* fry [4]. In this manuscript, we found a decrease in *ARβ* in the liver, which may be attributed to a negative feedback of the AR-mediated pathway during subchronic androgen exposure. This would indicate that *ARβ* may not be a suitable candidate as an androgen biomarker for use in a field setting where animals have likely been subchronically exposed. 

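The signal of the ARβ probe was close to the background. It was well above background on 2 control arrays and 1 TB array, so it was not among the tested probes. The log2 value was 3.44 ± 1.28 (SD, n = 4) in control livers and 2.67 ± 0.88 (SD, n = 4) in TB livers, and the 2 groups overlapped (exact permutation test, two-sided p = 0.229). In TB 3 the value was 3.99, against 2.16 to 2.27 in the other TB livers, and without TB 3 the log2 difference was −1.23. Without control 3 it was −0.25. Within slide row 1 the difference was 0.26 and within slide row 2 it was −1.57. It was −1.37 with plain background subtraction, −1.53 with the 75th percentile scaling and −0.23 with normexp background correction.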

Previous studies in mosquitofish have evaluated the expression patterns of genes expressed in the anal fin tissue, including *shh*, *msxC*, and *fgfr1*[4,12], but the analysis of genes expressed in the liver are of interest for evaluating androgen biomarkers that can be developed in species other than mosquitofish.

Using qPCR, we were able to statistically validate the expression of the genes *17βhsd3* and *zp2*. The *17βhsd3* subtype is known to catalyze the reduction of the androgen precursor androstenedione (ADE) to testosterone (T) [27]. This subtype is predominantly expressed in the testes [28] but is also found at detectable levels in the livers of both male and female zebrafish, albeit at higher levels in males [27]. Members of this enzyme family are also upregulated in mice adipose tissue after exposure to DHT [29]. We hypothesize that upregulated expression of this enzyme is a feedback mechanism of the hypothalamus pituitary gonadal (HPG) axis in response to changes in levels of sex steroids. Changes in sex steroid levels were seen during androgen exposures including a decrease in both T and E2 during exposures of female fathead minnows to 0.5 and 5 μg/L of TB [30]. Because of its expression in other species and its relationship to the endocrine system, further experimentation on the utility of this gene as a biomarker of subchronic androgen exposure by field work validation is warranted.

During oocyte maturation, zona pellucida (ZP) glycoproteins are synthesized in the liver and deposited into the blood, where they are subsequently taken up by gonads [31]. *Zp2* was found to be downregulated in the gonads of female fathead minnow exposed to 1 μg TB/L for 4 days [19], and this gene was also decreased in this study. In addition to *zp2*, the subtype *zp3a*.*1* was also found to be downregulated by TB exposure in this microarray data set (Additional file 1). Also found in female fathead minnows exposed to 1 μg TB/L for 4 days were several forms of the egg yolk precursor protein *vtg*, which were downregulated by TB exposure, including *vtg6*, *vtg2*, and *vtg1*[19]. 

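The probe listed as zona pellucida glycoprotein 3 was lower in every TB liver than in every control liver (exact permutation test, two-sided p = 0.0286). Its log2 value was 10.76 ± 1.06 (SD, n = 4) in control livers and 7.52 ± 0.93 (SD, n = 4) in TB livers, a log2 difference of −3.24 (SE 0.60, adjusted p = 0.078 from limma) and a 9.45-fold lower signal. The difference was −2.60 with slide row as a block, −2.10 within row 1 and −3.10 within row 2. In contrast to the vitellogenin probes, TB 4 was not the highest of the TB livers for this probe.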

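All 11 probes of egg yolk and egg envelope proteins were lower in TB livers, and 11 are counted as lower when adjusted over the list alone, which is not independent evidence (limma, 0 of 11 at an adjusted p over all tested probes and 11 at an unadjusted p under 0.05). In 9 of the 11 every TB liver lay below every control liver. Of the vitellogenins, the yolk precursors that the liver of egg-producing females makes under estrogen, vitellogenin 1 had a log2 difference of −5.16 (SE 0.79, adjusted p = 0.0694 from limma), a 35.6-fold lower signal. Vitellogenin 6 went from 12.23 ± 1.80 (SD, n = 4) in control livers to 5.49 ± 2.15 (SD, n = 4) in TB livers on the log2 scale (limma adjusted p = 0.0698). The 6 probes of vitellogenin 2 had log2 differences from −5.25 to −3.84, and phosvitinless vitellogenin had −3.55 (SE 1.25, limma adjusted p = 0.2). On all 8 vitellogenin 1, 2 and 6 probes TB 4 was the highest of the TB livers. Without TB 4, 8 of the 11 probes passed an adjusted p of 0.05. The count of probes past the criteria of Additional file 1, 11 over both slide rows, was 9 with slide row as a block, 9 within slide row 1 and 4 within slide row 2. Probes of the exocrine pancreas and of matrix were lower in the same TB livers, and the 2 tested probes of intestine were higher.

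**Figure D4:**
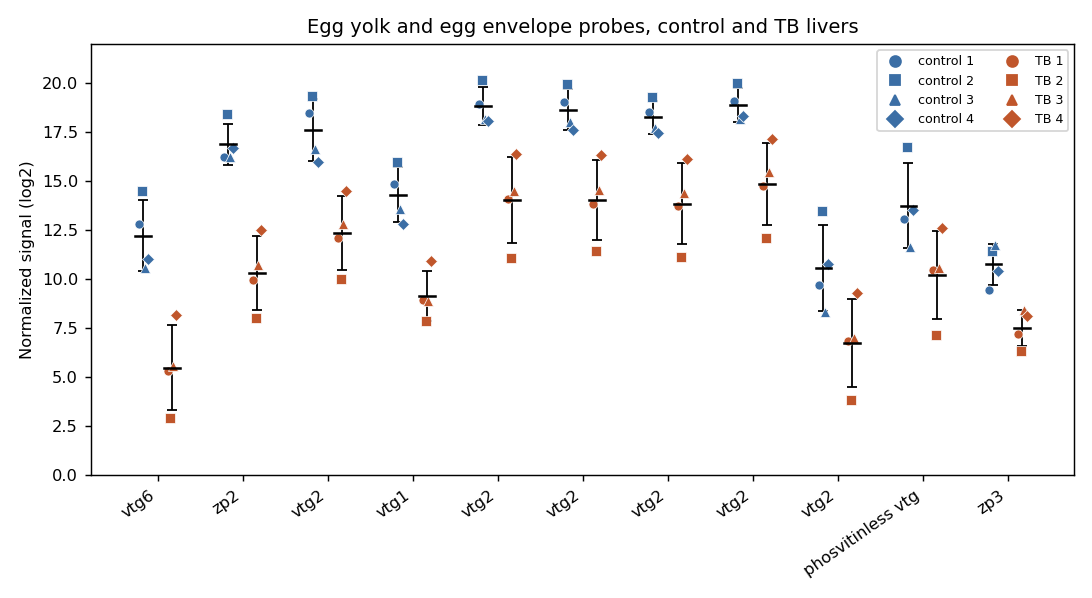
Normalized log2 signal of the 11 probes of egg yolk and egg envelope proteins (vtg, vitellogenin; zp, zona pellucida glycoprotein), with 1 point per liver (control in blue, TB in orange), a bar at the group mean and whiskers of 1 SD. For vitellogenin 6, the TB livers average 5.49 and the control livers 12.23.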

In the previously published study on *vtg* gene expression in these samples, we found a significant downregulation in *vtg1* by qPCR [12] and several *vtg* subtypes were also significantly downregulated in this microarray data set (Additional file 1). This decrease is hypothesized to be a result of the indirect anti-estrogenic effects of TB exposure through endpoints such as a decrease in E2 levels, which lead to decreased levels of estrogen-regulated genes such as *vtg*[30]. In addition, a dysregulation of steroid metabolic enzymes during androgen exposure may also influence the normal activities of the HPG axis [32]. Future studies evaluating *zp2* during androgen exposure can provide additional insights into the reproductive impacts of androgenic chemicals on the HPG axis of aquatic organisms and can complement data on *vtg* in both a laboratory and field setting.

## Conclusions

We developed a custom 8 × 15,000 gene microarray for *G*. *holbrooki* and utilized this microarray to evaluate changes in global hepatic gene expression after exposure to a potent androgen receptor agonist. Over 500 genes were significant (p < 0.05, FDR α = 0.05) which had greater than a 1.5 fold change from the controls. 

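Among the genes named here, zp2 lay nearest the threshold on the adjusted p from limma, followed by myelin-associated glycoprotein at 0.064 and by fibronectin 1, a matrix protein, vitellogenin 1, supervillin, cystatin C, adaptor protein complex 1 sigma 3b and proteasome subunit beta 7, each at 0.0694. With a fold above 1.5 and an adjusted p under 0.05 the count was 0 of 9908 probes, and it was also 0 with a log2 difference beyond 1.5. The t and p values of Additional file 1 imply a test that shares the variance across genes, with 7.69 degrees of freedom in all, of which 1.69 come from the other genes. That test, chosen after the table had been read and run on the authors' normalized values of 14954 probes, gave 513 probes with an unadjusted p under 0.05 and a log2 difference beyond 1.5, 232 higher and 281 lower, which include all 509 of the table. The smallest adjusted p, with the variance shared in the way of limma, was 0.103, so that 0 probes passed an adjusted p of 0.05.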

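Besides the lipoprotein genes, all 4 tested probes of fatty acid synthesis, desaturation and elongation were higher in TB livers, and 4 are counted as higher when adjusted over the list alone, which is not independent evidence (limma, 0 at an adjusted p over all tested probes and 4 at an unadjusted p under 0.05). These are ELOVL family member 5, an elongase of long chain fatty acids, with a log2 difference of 1.91 (SE 0.69, adjusted p = 0.209 from limma), the pair of fatty acid desaturase 2 probes with 1.54 (SE 0.59, adjusted p = 0.225) and 1.46 (SE 0.59, adjusted p = 0.248), and fatty acid desaturase 3 with 1.35 (SE 0.59, adjusted p = 0.287). In none of the 4 did the groups separate completely. Acyl-CoA synthetase long-chain family member 4, which activates fatty acids, was dim on all control arrays and at least 4.36-fold higher in TB livers, well above background on 3 of the 4 TB arrays. No probe of the mevalonate and sterol pathway of cholesterol biosynthesis is named. In the same TB livers, tested probes of the exocrine pancreas and of matrix were lower and the 2 of intestine were higher.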

Microarray data generated from this study provide insights into the mechanisms of endocrine disruption in this species, most notably the significant upregulation of the biological processes involved in cholesterol and lipid metabolism after subchronic androgen exposure. The similarities in the metabolic pathways being modified during exposure to TB and to other androgenic chemicals provide insights into the biological impacts of androgen exposure. We have validated an increase in the expression of the steroid metabolism gene *17βhsd3* and will validate this gene’s expression in future research at paper mill impacted field sites that are believed to be contaminated with androgenic compounds. In addition, we saw a decrease in the expression of numerous subtypes of key genes involved in oocyte development and function such as *vtg* and *zp*, suggesting that androgen exposure can negatively impact the reproductive abilities of this species.

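The 11 vitellogenin and zona pellucida probes together held 2.21% ± 1.15 (SD, n = 4) of the processed signal of all probes in control livers and 0.169% ± 0.180 (SD, n = 4) in TB livers. Every TB liver had a smaller share than every control liver (exact permutation test, two-sided p = 0.0286). The share ran from 1.17% to 3.71% in control livers and from 0.0128% to 0.424% in TB livers, with the largest TB value in TB 4. The mean log2 value of the 11 probes was 15.53 ± 1.19 (SD, n = 4) in control livers and 10.78 ± 1.88 (SD, n = 4) in TB livers, and it was 12.92 in TB 4.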

The *G*. *holbrooki* microarray will allow for this non-model species to become more fully developed into a bioindicator organism for endocrine disrupting pollutants and future studies will enhance knowledge of the biology and toxicological response of this species. While microarray data generated from this and other studies do not provide a full understanding of the molecular mechanism of chemical exposure, it provides a foundation of knowledge and tools that can be used to delve further into understanding the biology of *G*. *holbrooki* and how this organism can be used as a robust bioindicator organism for endocrine disrupting pollutants in the environment.

## Methods

### cDNA library construction

Tissues from livers, gonads, and brains of multiple male and female mosquitofish, anal fin tissues from males, and whole-body < 2 week-old fry were used as starting material for cDNA library construction. RNA was isolated from these tissues using TRIzol reagent (Invitrogen, Grand Island, USA). In brief, tissues were homogenized in TRIzol (1 mL), incubated at room temperature for 5 minutes, and centrifuged at 12,000 x G for 15 minutes. A 1/5 volume of chloroform (200 μL) was added and after a 10 minute incubation the organic and aqueous layers were separated centrifugation at 12,000 x G for 10 minutes. Isopropanol was used to precipitate the RNA out of the aqueous layers and the RNA pellet was washed twice with ethanol. All samples were rehydrated using RNAsecure reagent (Ambion, Grand Island, USA). The quality and quantity of the RNA was determined using the Nanodrop (ThermoScientific, Waltham, USA) as well as the 2100 BioAnalyzer (Agilent, Santa Clara, USA). The range of A_260_/A_280_ values was 1.96 to 2.20 and the RNA integrity number (RIN) range was 7.7-9.9. Samples were not DNase-treated per the manufacturer’s recommendation for cDNA library construction.

Equal masses of RNA per tissue type and sex were pooled into a single 3 μL RNA sample of 500 ng/μL. cDNA library construction using the MINT-Universal kit (Evrogen, Moscow, Russia) was conducted per the manufacturer’s recommended protocol. In brief, first strand cDNA synthesis adapter ligation was conducted for 2 minutes at 70°C and immediately followed by reverse transcription for 2 hours at 42°C. Evaluative PCR was conducted to determine the optimal number of cycles to utilize for double-stranded cDNA synthesis and 8 μL of the PCR reaction was analysed on a 1.2% agarose gel. Based on the agarose gels of all cycle numbers tested and following the manufacturer’s recommendation of avoiding both under and over-amplification of the cDNA library, 21 PCR cycles was selected. Full-size double-stranded cDNA was amplified using the following PCR protocol: 95°C for 1 min; 21 cycles of 95°C for 15 s, 66°C for 20 s, and 72°C for 3 min; 66°C for 15 s; 72°C for 3 min. The cDNA library was purified using the Wizard SV Gel and PCR Clean-Up System (Promega, Fitchburg, USA).

To reduce the presence of overly abundant transcripts, the TRIMMER kit (Evrogen, Moscow, Russia) was utilized. In brief, 1200 ng of the purified cDNA library was incubated with hybridization buffer for 5 hours at 68°C. A 1X solution of the double-stranded nuclease (DSN) enzyme was determined to be the appropriate concentration of enzyme to achieve a balance between under and over-digestion of transcripts as per the manufacturer’s protocol recommendations. DSN was added to the solution for 25 minutes at 68°C and the reaction was stopped by DSN Stop Solution incubation for 5 minutes at 68°C. First amplification of normalized cDNA was PCR-amplified using the following protocol: 95°C for 1 min; 22 cycles of 95°C for 15 s, 66°C for 20 s, and 72°C for 3 min. The cDNA library was purified using the Wizard SV Gel and PCR Clean-Up System (Promega, Fitchburg, USA).

### Sequencing and gene annotation

The normalized cDNA library was first sequenced using the Genome Analyzer IIx (Illumina, San Diego, USA) on a single lane at the University of Florida’s sequencing core facility. A second round of sequencing on a ¼ plate of the 454 XLR70 GS-FLX (Roche, Basel, Switzerland) was later conducted, also at the University of Florida’s sequencing core facility.

An initial assembly of data generated from the Illumina GAIIx was performed using Assembly by Short Sequences (ABySS) version 1.2.6 [33]. The programs of cross-match in Phrap and cleanup module in Paracel Transcript Assembler (PTA) version 3.0.0 (Paracel Inc, Pasadena, CA) were used for assembling raw Illumina reads and to remove low-quality reads. Low-quality end regions were trimmed and resulting reads of ≥ 30 bp were kept for subsequent assembly. The assembled contigs of the Illumina run of ≥ 400 bp were kept for further analysis.

Co-assembly of the 454 reads, as well as the assembled ≥ 400 bp contigs and cleaned reads generated from the Illumina data (see above), was performed with the Newbler Assembler (Roche, Basel, Switzerland). A final assembly of all data sets (i.e. the co-assembled 454 reads, the assembled ≥ 400 bp Illumina contigs, and cleaned reads from the Illumina run) by PTA was also conducted, with the addition of previously unassembled 454 reads. All sequences were checked for universal and species-specific vector sequences, adaptors, and PCR primers used to create cDNA libraries. *Escherichia coli* contamination and mitochondrial and ribosomal RNA genes of *Catostomidae* (contaminants potentially introduced during the dissection process) were identified and removed from input sequences, and poly A/T tails and intrinsic repeats that were identified in *Homo sapiens* were annotated prior to clustering and assembly. Low base-call quality data were trimmed from the ends of individual sequences and the sequences with length < 75 bp were excluded from consideration during initial pair-wise comparison. After clean-up, sequences were passed to the PTA clustering module for pair-wise comparison and then to contig assembly program 3 (CAP3)-based PTA assembly module for assembly.

Large-scale homology searches of the resulting sequences against the NCBI NR and NT databases were conducted using an in-house computation Basic Local Alignment Search Tool (BLAST) pipeline. To obtain a more complete description of gene function for each query sequence [34], the top 100 BLAST hits were retrieved and the best scoring BLAST hit and tentative GO classification with e-value ≤ 1^e-5^ were annotated to query sequences. GO term assignments were organized around GO hierarchies and divided into biological processes, cellular components, and molecular functions. The assembled sequences were also characterized with respect to functionally annotated genes by BLAST searching against the NCBI reference sequences (RefSeq) of the model organisms *Homo sapiens* (38,556 sequences) and *Danio rerio* (31,154 sequences). Queries were considered to have a clear homolog of the search organism when the results had an e- value ≤ 1^e-5^, the length of the aligned segment was ≥ 50 bp, and the identity was > 85%.

To find a maximum set of non-redundant sequences representing unique genes for probe selection, genes were selected from the BLAST results using the e-values ≤ 1^e-7^ and ≤ 1^e-10^ as the cut-off thresholds in the NR & NT search and the RefSeq search respectively. The selected sequences were then submitted to Agilent for probe design. Several genes that were not found in the cDNA library sequences but had been previously cloned from *G*. *holbrooki* were also included (*shh*, *ARβ*, *rack1*, *fgfr1*, and *msxC*). This microarray design has been deposited onto the Gene Expression Omnibus (GEO) database (GPL16784). 

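The array design names 5 probes itself. Rack1, a scaffold protein of the ribosome, was among the brightest, with a log2 value of 17.94 ± 0.37 (SD, n = 4) in control and 17.51 ± 0.26 (SD, n = 4) in TB livers, a log2 difference of −0.43 (SE 0.29, adjusted p = 0.495 from limma). A probe named Homeoboxc had a log2 difference of −0.97 (SE 0.34, limma adjusted p = 0.197). A probe named Receptor1 was well above background on 2 control and 2 TB arrays and ranged too widely to compare, at 4.35 ± 3.05 (SD, n = 4) and 5.77 ± 4.04 (SD, n = 4). Among the cloned genes, Homeoboxc comes nearest in name to msxC and Receptor1 to fgfr1, but the short names do not state this. A probe named Estrogen_alpha, which is not among the genes listed, was well above background on all 8 arrays.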

Custom microarrays were printed in an 8 X 15,000 format (Agilent, Santa Clara, USA).

### Samples used for microarray analysis

Four liver tissues from a 14-day exposure of female *G*. *holbrooki* to 1 μg/L of the potent androgen receptor agonist 17β-trenbolone (17β-hydroxyestra-4,9,11-trien-3-one; abbreviated as TB) and four liver tissues of female *G*. *holbrooki* exposed to the vehicle control (ethanol) [12] were used to determine genes that were significantly differentially regulated during a subchronic androgen agonist exposure. This time point and dose of TB were selected for microarray analysis as they represent the first time point of significant anal fin elongation at this dose, as well as a dose and time point in which mRNA expression of *vitellogenin* was significantly downregulated [12]. RNA was isolated from the livers as previously described using TRIzol (Invitrogen, Grand Island, USA), rehydrated using RNAsecure (Ambion, Grand Island, USA), and DNase treated using the Turbo DNA-free kit (Ambion, Grand Island, USA). All oocyte-development stage-matched RNA samples per treatment were evaluated for RNA integrity using the 2100 BioAnalyzer (Agilent, Santa Clara, USA). The range of RIN values was 8.3-8.9.

### Microarray labeling and hybridization

For amplification and labeling, the Quick Amp Labeling kit (Agilent, Santa Clara, USA) was utilised with adjustments made for a half reaction, one color (Cy3) protocol. In brief, T7 primers were annealed to 1000 ng RNA with the addition of RNA spike-in controls (One color RNA spike-in mix; Agilent, Santa Clara, USA) by incubation at 65°C for 10 minutes. cDNA synthesis using MMLV-RT was conducted at 40°C for 2 hours followed by 65°C for 15 minutes. cDNA was reverse-transcribed into cRNA using a T7 RNA polymerase with the addition of Cy3 to the reaction. *In vitro* transcription proceeded at 40°C for 2 hours. Cy3-labelled cRNA was purified using the RNeasy kit (QIAGEN, Hilden, Germany) and eluted in nuclease-free water. The cRNA concentration and specific activity (pmol Cy3 per μg cRNA) was determined using the Nanodrop (ThermoScientific, Waltham, USA); only samples with a specific activity > 8 were used for downstream procedures.

For each sample, 600 ng of purified Cy3-labeled cRNA was hybridized to the custom *G*. *holbrooki* microarray using the Gene Expression hybridization kit (Agilent, Santa Clara, USA). Cy3-labeled cRNA was incubated with blocking agent and fragmentation buffer at 60°C for 30 minutes. Hybridization buffer was then added to the sample and 40 μL of the sample was added to the gasket. The slide and gasket were incubated for 17 hours at 65°C while rotating at 10 rpm. The slide was then washed, dried, and scanned at the University of Florida gene expression core using the Microarray Scanner (Agilent, Santa Clara, USA). All microarray data were deposited into the GEO database (GSE45261).

### Microarray data analysis

Each sample was evaluated for quality controls before downstream data processing and analysis. These include a lack of blank spots on the scanned image and the presence of clear green spots in the 4 corners of each array sample. 

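Spots called non-uniform by the scanner software numbered from 0 to 27 per array, which is at most 0.178% of the spots other than control spots (TB 3). No such spot was called saturated on any array (0 of 15204). The share of spots well above background was 81.3% on TB 3 against 65.4% to 68.2% on the other TB arrays. It averaged 77.1% ± 6.60 (SD, n = 4) on control and 70.3% ± 7.44 (SD, n = 4) on TB arrays (exact permutation test, two-sided p = 0.257).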

The distributions of each of the signal plots were normal with < 1% of non-uniform features. The R^2^ value of the spike-in curves were all > 0.95 and all other evaluation metrics were within normal range. All subsequent data analysis was conducted on background subtracted signals with non-uniform spots flagged and discarded for subsequent analyses. Microarray data were analyzed using JMP Genomics 6.0 (SAS Institute, Cary, USA) and all data were log2 transformed. Parallel plots and box plots were used to evaluate the uniformity and distribution of the signals respectively. Data were loess-normalized to achieve a uniform distribution of signals.

Differences in mean gene expression values between the control and TB-exposed female *G*. *holbrooki* hepatic gene expression profiles were determined by a one-way ANOVA, with p < 0.05 as the significance level and a FDR of α = 0.05 to evaluate errors by multiple testing. For subsequent analysis, genes with greater than 1.5 fold increases or less than −1.5 fold decreases versus the controls and p < 0.05 were utilized. Hierarchical cluster analysis was performed on these data with Cluster 3.0 using median-centered expression data by centered correlation and complete linkage clustering [35]. The resulting expression map was visualized using Java Treeview 1.1.6r2 [36].

Annotation analysis was used to find enriched and under-represented GO Biological Processes by Fisher’s exact test using JMP Genomics 6.0 (SAS Institute, Cary, USA). The resulting Fisher raw p-value was used to determine enriched or under-represented GO Biological Processes with a significance level set at p < 0.05 and a FDR of α = 0.05. This analysis determines the Biological Processes with a greater (enriched) or lesser (under-represented) number of significantly differentially regulated genes observed than is expected in the category by chance. PathwayStudio™ (Elsevier, Amsterdam, The Netherlands) was used to visualize pathways and genes linked to significantly enriched or under-represented biological processes based on ResNet 9.0 database of human homologues.

### Follow-up qualitative polymerase chain reaction analysis

Five genes were selected for expression validation by qPCR. Primers were designed using the Primer3 software [37] based on the *G*. *holbrooki* gene sequence derived from the cDNA library sequence data; see Additional file 2 for primer sequences and GenBank ascension numbers. Three of these genes (*17βhsd3*, *ARβ*, and *zp2*) were cloned into the pGEM-T-easy vector (Promega, Fitchburg, USA) and a serially-diluted standard curve was analysed to determine PCR efficiency. The efficiencies of the primers for two of the genes (*ATF1* and *acaa2*) were determined using serial dilutions of RNA. *Rpl8* was used as an internal standard; this gene has been previously demonstrated to have consistent expression in the samples used for microarray analysis [12]. The average qPCR efficiency and slopes of all genes analysed was 98.21% and −3.379 respectively.

All eight of the *G*. *holbrooki* liver samples exposed to the vehicle control or 1 μg TB/L for 14 days [12] were used for follow-up qPCR analysis. 2 μg of DNase-treated RNA was used for reverse transcription by M-MLV (Promega, Fitchburg, USA). Real-time qPCR analysis was conducted using the myiQ single color real-time PCR detection system (BioRad, Hercules, USA). In brief, 200 ng of cDNA was PCR-amplified using SYBR Green Supermix (BioRad, Hercules, USA) in a 96-well plate format. Quality controls were analysed on each plate (a negative template control of water only and a negative RT control) and all samples and standards were run in duplicate. A two-step protocol with the following parameters was utilized: 95°C for 3 min, 40 cycles of 95°C for 10 sec followed by a 1 min annealing step at 58°C (except for *rpl8* at 60°C), followed by a melt curve with 30 sec intervals at 0.5°C temperature increases (range 55–95°C). Amplification data were analyzed with the iQ5 software (BioRad, Hercules, USA) and statistical analysis was conducted using the delta delta Ct method. For this analysis, the average *rpl8* Ct value was subtracted from the average gene Ct value and standard deviation was calculated as the square root of the sum of the gene’s standard deviation squared and *rpl8*’*s* standard deviation squared. Fold changes were calculated as 2^^(−delta delta Ct value)^. Statistical significance was evaluated using the Student’s T-test with a p < 0.05 set as the significance threshold. Melt curves of all samples contained a single peak, indicating that no secondary products or primer dimers formed during the reaction. There was an average difference between the sample with the lowest Ct and the NTC of 6.01 cycles and an average difference between the minus RT and its corresponding reverse transcribed sample of 8.74 cycles. The variability of the *rpl8* signal was 4.06%.

## Abbreviations

17βhsd3: 17β-hydroxysteroid dehydrogenase; ABySS: Assembly by Short Sequences; acaa2: Acetyl-CoA acyltransferase 2; ADE: Androstenedione; ANOVA: Analysis of variance; apoA-1: Apolipoprotein A1; ARβ: Androgen receptor β; ATF1: Activating transcription factor 1; BLAST: Basic Local Alignment Search Tool; CAP3: Contig assembly program 3; DHT: Dihydrotestosterone; DSN: Double-stranded nuclease; E2: Estradiol; EDC: Endocrine disrupting chemical; ERE: Estrogen response element; FDR: False discovery rate; fgfr1: Fibroblast growth factor receptor 1; GO: Gene ontology; HPG: Hypothalamus pituitary gonadal axis; rpl8: Ribosomal protein L8; msxC: Muscle segment homeobox C; MT: Methyltestosterone; PTA: Parcel transcript assembly; qPCR: Quantitative polymerase chain reaction; RIN: RNA integrity number; T: Testosterone; TB: 17β-Trenbolone; Shh: Sonic hedgehog; Vtg: Vitellogenin; zp2: Zona pellucida 2.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

EB isolated RNA and developed the *G*. *holbrooki* cDNA library using the MINT cDNA synthesis and TRIMMER kits, isolated RNA from the tissue samples used for the microarray analysis, conducted the cRNA amplification and microarray hybridization, analyzed the microarray data, and conducted the qPCR analysis. FY completed the sequence assembly, annotation, and helped design the *G*. *holbrooki* microarray. DM prepared cDNA libraries from *G*. *holbrooki* for sequencing by Illumina and 454. TB provided samples for the cDNA library construction and conceived the idea for the construction of the custom microarray. ND led the experimental design and framework development for the construction of the microarray. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **List of all significant transcripts.** Spread sheet containing annotation information and fold change levels of all transcripts that were significantly differentially regulated as determined by a one-way ANOVA (p < 0.05). 

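Where there are any, Additional file 1 gives a best match and GO numbers for a probe, and some vitellogenin 2 probes have their best match in *G. holbrooki* itself. For each listed probe it gives the feature number on the array, the mean log2 value of each group, their difference and a t and p value. The difference is TB minus control on the log2 scale, so a value of 2 stands for a 4-fold higher signal. The p values of the table run from 1.5477e-05 to 0.0497 and are not adjusted for the number of genes. In the fit of all probes from the scanner values, with no filter on dim probes, 505 of the 509 probes had an unadjusted p under 0.05. The table lists 85 probes that were too dim for the test here, such as T cell surface glycoprotein CD3 epsilon, which was dim on all TB arrays.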

Click here for file

Additional file 2 **GenBank accession numbers and primers utilized in this study.** Table with list of GenBank accession numbers and primer sequences used for cloning and qPCR. Click here for file

# Supplementary material for: Custom microarray construction and analysis for determining potential biomarkers of subchronic androgen exposure in the Eastern Mosquitofish (Gambusia holbrooki)
**Source:** BMC Genomics. 2013 Sep 28;14:660. doi: 10.1186/1471-2164-14-660
**Supplement:** Additional file 2 — GenBank accession numbers and primers utilized in this study. Table with list of GenBank accession numbers and primer sequences used for cloning and qPCR.

| **Additional File 2.** GenBank accession numbers and primers utilized in this study | | |
| --- | --- | --- |
| Gene name | GenBank accession # | qPCR primers (5’ to 3’) |
| *17-beta hydroxysteroid dehydrogenase 3* | KC763475 | Forward: GCAAGGCTTACAGGACTACGTT  Reverse: TCACAGCATCCATCGGTTC |
| *Activating transcription factor 1* |  | Forward: GCCCTGAAAGACATCTACGG  Reverse: TGTCAGCGCGTTTGTTATTC |
| *Acetyl-CoA acyltransferase 2* | KC763476 | Forward: GAGCATTATGGGGATTGGTC  Reverse: CCTTGGCAACGGAAAGATAC |
| *Androgen receptor beta* | AB182329.1 | Forward: AGAACGTGCCTGATTTGCTC  Reverse: ATGGTGCAGTCGTTTTTGCT |
| *zona pellucida glycoprotein 2* | KC763477 | Forward: CAGTGGGTCCTTCATCTGGT  Reverse: GGGTTCCATTGAATTGGTGT |
| *Ribosomal protein L8* | DQ865277 | Forward: AACTACGCCACCGTCATCTC  Reverse: CAGGATGGGCTTGTCGATAC |

How the deposited data were processed for this re-analysis (not part of the article)

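Liver RNA from 4 vehicle control females and 4 females exposed to 1 μg/L 17β-trenbolone (TB) for 14 days was measured on one-colour custom Agilent arrays, 1 liver per array, with all 8 arrays on 1 slide in 2 rows of 4. The scanner files hold an intensity for each spot, which the authors deposited as written by Agilent Feature Extraction (10.1.1.1 in the file headers, 9.1 in the submitters' processing notes), with the local background subtracted within each array and no normalization between arrays. The log2 values of the series table were made by the authors, who subtracted the background, left out non-uniform spots, took log2 and normalized by loess in JMP Genomics. The series table has medians of 6.262 to 6.319 on the 8 arrays, and its group means equal those of Additional file 1 within 0.001 for 509 probes, which settles its scale and direction.

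The values reported in the text start from the processed intensity of the scanner files. Non-uniform spots were left out, the intensities were put on the log2 scale, the 8 arrays were normalized by cyclic loess, and the remaining repeat spots of a probe were averaged. A probe printed more than once counted as well above background on an array where at least 0.5 of its spots were. A probe was tested when it was well above background, by the scanner software's own call, on all 4 arrays of at least 1 group, which kept 9908 of 14979 probes. The groups were compared with limma 3.58.1 in R 4.3.3 (eBayes without trend), which added 3.62 prior degrees of freedom to the 6 of the residuals, and p-values were adjusted by Benjamini-Hochberg. No covariate was fitted. Single measures were compared by an exact permutation test over the 70 assignments of the 8 arrays, whose smallest two-sided p is 0.0286. The separation of the groups is the mean Pearson correlation of median-centred log2 values within groups minus that between groups, set against the 35 splits into 4 and 4, or, with the block means removed, against those that keep the groups' numbers in each block, a choice made after the result was seen. The criteria of Additional file 1 are taken as an unadjusted p under 0.05 with a log2 difference beyond 1.5, which is how its probes lie. Figures were drawn with python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.

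Tested on simulated data, with 50 of the 9908 probes changed at each size, the fit passed 3, 27, 49 and 48 probes at an adjusted p of 0.05 for log2 changes of 1, 2, 4 and 6, and 6, 44, 50 and 50 at the criteria of Additional file 1. Of 9708 unchanged probes, 1 passed the adjusted p and 115 passed the criteria. The simulated noise was independent between probes and between arrays. Correlation between probes, slide rows and a deviating array such as TB 4 were left out, so these counts need not hold for the real arrays.

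The genes named in the text are those that the paper names and a probe carries, the 10 probes with the largest difference in each direction whose TB arrays all lay beyond the control arrays, and up to 4 probes from each gene list. The rule, the gene lists and the alternatives were set before the data were examined, with the values in the paper's tables already seen. The gene lists were written after Additional file 1, with its differences and p values from these arrays, had been read. The rule asked for an adjusted p under 0.05. As 0 probes reached it, against 1681 at an unadjusted p under 0.05 in limma and 1550 in the methods' one-way ANOVA, the criteria of Additional file 1 took its place after the result was seen. Genes of Table 2 were named from the GO numbers of Additional file 1. The 33 gene lists cover yolk and envelope proteins, steroid, lipid, energy and plasma protein genes, protein and RNA handling, cell cycle and clock, conjugation enzymes, and markers of other tissues and cell types. Probes were assigned to them by name, and names exist almost only for probes of Additional file 1. Competitive gene set tests were not run for that reason, and Fisher's exact test of the GO terms was not repeated, since GO numbers are given only for the probes of that table.

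The alternatives were scaling to the 75th percentile, quantile normalization, normexp background correction (offset 50), plain background subtraction, no filter on dim probes, a filter on all 8 arrays, non-uniform spots kept, the replicate number as a block, the slide row as a block and each row on its own, a trended robust prior, the methods' one-way ANOVA, the authors' log2 values, Euclidean distance, and leaving out each array in turn. The test that the t and p values of Additional file 1 imply was added after the data were seen. The RT-qPCR values were not among the deposited files and were not analysed.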

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

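Of the tests in this part, that of the criteria count against other splits of the arrays was set before the result was seen, and those of the adjusted count against other splits, of the criteria count against splits that keep the slide rows, of slide position, of the label and the response of TB 4 and of other tissues were chosen after it, the label and TB 4 slide position tests in place of earlier versions whose values had been seen.

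Of 178 groups of 4 arrays examined, 16 held 1 array that lay far from the other 3, where chance gives 8.9. Among the genes of Table 3 and the cloned genes, the TB 3 value of the Androgen_beta probe was 3.992 against 2.16 to 2.27, the TB 1 value of atf1 was 12.84, and the control 2 value of Rack1 was 18.48 against 17.73 to 17.79. Among the largest differences, control 2 had 0.9784 for adaptor-related protein complex 1 sigma 3b against 2.73 to 2.97, control 1 had 1.129 for GTP binding protein 1-like against 3.91 to 4.24, and TB 3 had 0.706 for Rho GTPase activating protein 29b against 2.47 to 2.69. For cytochrome P450 A 37, TB 2 had 6.643 against 5.69 to 5.76, and for a fatty acid desaturase 2 probe it had 13.36 against 15.18 to 15.35. Of the ribosomal proteins, control 3 had 4.076 for L10Ab against 5.67 to 5.98 and 14.7 for P0 against 12.48 to 12.68. Elongation factor 1 delta stood at 10.86 in TB 2 against 9.40 to 9.56, and elongation factor 1 beta 2 at 16.52 in control 2 against 15.04 to 15.23. In TB 4, the probe listed as insulin-like growth factor binding protein 7 had 8.618 against 5.23 to 5.78, cyclin-dependent kinase 1 had 10.64 against 7.08 to 7.29, and PAPS synthase 2b, which makes the sulfate donor of sulfation, had 7.556 against 11.41 to 12.15. The share of spots well above background was 81.29% on TB 3. A probe that the array design names Estrogen_alpha, which the paper's text does not discuss, was lower in every TB liver by a log2 difference of -2.209 (SE 0.48, adjusted p = 0.0969 from limma).

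The first pattern is the number of differing probes. The criteria count of 472 was reached by 1 of the 35 splits, the real one, a share of 0.0286 and the smallest that 35 splits allow. The highest other gave 463 and the median of the others was 113.5, so the count was above all other splits, but chance is not excluded. The 16 splits that keep the number of arrays of each group in each slide row, that with 463 among them, are too few for a share under 0.05 (the smallest is 0.0625). At an adjusted p under 0.05 the count was 0, which all 35 splits reach whatever the data, so this comparison says nothing about chance, and the highest other split gave 50. The 463 and the 50 come from 1 split, that with control 3 and TB 4 exchanged, and the 463 probes share 108 with the 472. A structure of the samples apart from the groups or wrong labels could each give this, and the counts do not tell these apart. The split by slide row gave 216 probes, and 65% of the 472 probes remained with the row as a block, which argues against slide position as the whole cause.

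The second pattern is that TB 4 lay nearest the controls. Over probes chosen without it, its median shift was 0.475 of that of the other TB arrays, against 0.651 to 0.985 for TB 1 to TB 3 treated alike, and 23% of the probes lay on the other side, which a smaller response of this fish, a wrong label or slide position would each give, so the value does not tell these apart. A wrong label stays open, since on a scale from 0 (controls) to 1 (TB 1 to TB 3) TB 4 lay beyond controls 1, 2 and 4 by 0.343, 0.274 and 0.371 but beyond control 3 by only 0.0759, against an SD of 0.0984 among controls. TB 4 lay below all 4 controls on 9 of the 11 yolk and envelope probes. Of the 50 probes past the adjusted p with control 3 and TB 4 exchanged, 0 are among these or in Additional file 1, which was made with the arrays as labelled. The paper's RT-qPCR of zp2 runs the way of the labels. So does that of vitellogenin 1, which the paper cites from an earlier study of these samples. Neither settles it for a single liver. Slide position stays open as well, since TB 4 is the 1 TB array in its row, and control 1, which shares the other row with 3 TB arrays and kept 0.737 of the shift of the other controls, against 0.665 to 0.736 for those, is a single array that excludes nothing.

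The third pattern is that matrix, aquaporin 12 and elastase probes were lower together in TB livers. Less tissue other than hepatocytes in the TB samples could not be settled, since the marker probes were all taken from Additional file 1, and besides the 9 matrix and 3 pancreas probes 6 of other cell types passed the criteria on the lower side and 4 on the higher. Less exocrine pancreas could not be settled, as the correlation of elastase and aquaporin 12 across arrays within groups was 0.135 and ran from −0.0675 to 0.528 when 1 array was left out. An effect of TB on these genes in the liver was not tested apart from this.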

How the results depend on the processing

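Of the alternatives, only the test implied by Additional file 1 and the form of the block in the separation of the groups were chosen after the result was seen. The 81 named probes outside the genes of Table 3 kept their direction in each setting that gave them a value (23 or 24 per probe) except for 5 probes. Within slide row 2, which holds 1 TB array, the log2 difference reversed for cell division cycle 20 (0.8155), cyclin-dependent kinase 1 (0.3707), PAPS synthase 2b (−0.3432), troponin T (0.4266) and acaa2 (−0.1538), the fifth of the 81 being Receptor1. The count at an adjusted p under 0.05 in limma, 0 with 1681 at an unadjusted p under 0.05 (1550 by one-way ANOVA), was 20 with the 75th percentile scaling, 2 without control 2 and 48 without TB 4, and ran from 0 to 48 when 1 array was left out. The criteria count of 472 was 201 with normexp and 736 within slide row 1, and ran from 412 to 679 when 1 array was left out. Over the gene lists, 0 probes passed the adjusted p, 5 did with the 75th percentile scaling, and 0 to 19 did when 1 array was left out, the highest without TB 4. Of the yolk and envelope list, 11 probes passed the criteria and 4 did within slide row 2. The higher lipoprotein probes, 8, were 5 with normexp, 4 with the row as a block, 3 and 1 within slide rows 1 and 2, and 5 to 9 when 1 array was left out (5 without TB 1). The zp2 difference passed the adjusted p at −6.531 with the 75th percentile scaling and ran from −7.309 to −5.742 when 1 array was left out, and that of acaa2 from 1.764 to 3.23, both past the adjusted p without TB 4. With normexp, which adds 50 to every signal, 24 of the 81 differences were over 1.5 times smaller, 5 of them among the 59 probes well above background on all 8 arrays, and those of dim probes, the bounds given as "at least" included, hold only for the scanner's background subtraction. The separation of the groups was 0.1464 without the filter on dim probes, 0.04488 with the mean of each slide row removed (exact p = 0.0625, the smallest that 16 splits allow), 0.675 with that of each replicate number removed (exact p = 0.125, the smallest that 8 splits allow), 0.02226 and 0.08236 within slide rows 1 and 2, and 0.1897 to 0.333 when 1 array was left out. Removing row means also takes out part of the group difference, since the rows hold unequal numbers of each group. With 1 control and 1 TB array per replicate number, removing that mean makes the 2 mirror images, which draws the groups apart by construction. The sizes 0.04488 and 0.675 are therefore not comparable with the other values. The share of Additional file 1 probes with the same sign was 97.45% within slide row 2. Beyond the removal of means and the loss of arrays, the cause was not tested. That loss leaves 1 array against 3 within a row and 3 against 4 without an array. The deviations of arrays with the same replicate number correlated at −0.0763, 0.107, 0.289 and 0.0611 for numbers 1 to 4, and the closest control had the same number for TB 2 and TB 3 and another for TB 1 and TB 4, so the numbers were not taken as pairs, and with the number as a block the counts were 0 and 498. The trended prior and the ANOVA give no value for the separation, and camera was not run. Signal near the background limits the 85 probes of Additional file 1 that were too dim to test.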

Differences from the paper's values

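None of the alternatives below was chosen because of the difference, and 1 of them, the test implied by Additional file 1, was chosen after the values were seen. At the thresholds of the text (an adjusted p under 0.05 and a fold above 1.5), the paper's count of up-regulated genes is 229 and the count here is 0, the paper's count of down-regulated genes is 279 and the count here is 0, and the paper's total is over 500 and the total here is 0. In limma, 1681 probes had an unadjusted p under 0.05, and in the methods' one-way ANOVA 1550 did. None of the alternatives set before the data were examined comes within the paper's counts. The highest were 13 higher and 35 lower (48 in all) without TB 4, 4 and 16 (20) with each array scaled to its 75th percentile, and 1 and 1 (2) without control 2, and all others gave 0. The implied test run on the authors' values also gave 0 past an adjusted p of 0.05. At the criteria of Additional file 1, which leave the p unadjusted and ask for a log2 difference beyond 1.5, 187 probes were higher and 285 lower, and with the implied test on the authors' values 232 and 281, which drops none of the 509 listed probes. Additional file 1 lists 230 higher probes, where the paper's text gives 229.

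The paper states that ARβ was lower in the liver among its significant array results. The probe was lower here as well, with a log2 difference of −0.77, an unadjusted p of 0.273 from limma and a signal too dim to be tested. The paper's value in Table 3 is −1.32, and from the authors' log2 values the difference was −0.60. It was −1.367 with plain background subtraction, −1.532 with each array scaled to its 75th percentile, −1.156 with quantile normalization, −1.567 within slide row 2, and −1.23, −1.179 and −1.058 without TB 3, control 4 and control 1. Of the alternatives set before the data were examined, only within slide row 1 (0.2551) did the difference lie farther from the paper's value than the spread between livers. No setting tried gave it an unadjusted p under 0.05 in limma or the methods' one-way ANOVA.

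The paper states that the expression of many cytochrome P450 subtypes was increased. Of the 2 probes named for a cytochrome P450, the tested one, P450 A 37, was lower by a log2 difference of −2.30, and the other, of family 26, was higher by 1.59 and was too dim to be tested. The caption of Figure 2 does not list its P450 subtypes, so they could not be compared.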

Other observations

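The gene lists and the thresholds for them were set before the deposited data were examined. The lists were written after Additional file 1 had been read, which gives differences and p values from these arrays. None of the comparisons in this part was chosen after the deposited data were examined, other than the use of the criteria of Additional file 1 in naming genes. The lists hold almost only probes that the study called on these arrays, so their direction is not independent evidence. Counts are of probes under 0.05 in limma when adjusted over the list alone, which members chosen at a p under 0.05 pass in nearly all cases, so these counts add no evidence either. At an adjusted p over all tested probes the count was 0 in each list, where every tested member had an unadjusted p under 0.05 apart from Rack1.

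All 3 ribosomal proteins, P0 (log2 difference −1.87), S3 (−1.86) and L10Ab (−2.39, but well above background on only 1 TB array, and −0.53 with normexp), and both translation factors, elongation factor 1 delta (−2.87) and beta 2 (−2.30), were lower in every TB liver, as was Rack1, a scaffold protein of the ribosome, by −0.43 and without passing. Of 4 genes of the secretory pathway of the endoplasmic reticulum, signal sequence receptor gamma (−1.60), Sec61 alpha (−1.77) and TMED7 (−2.21) were lower and KDEL receptor 2 (1.46) was higher. Of 4 tested RNA splicing genes, 3 were lower, led by the U1 70 kDa protein (−2.89), and a further one, too dim to be tested, was higher (1.39). Both genes of the proteasome, subunit beta 7 (2.23) and SHFM1 (1.58), were higher. The chaperone HSP90 alpha 2 was lower (−3.09) and its partner CDC37-like 1 higher (2.15). Of 8 cell cycle genes, 7 were lower, among them cell division cycle 20 (−2.31, well above background on only 2 TB arrays), SMC4 (−2.22) and ribonucleotide reductase M2 (−2.01), and thymidine kinase 1 (1.71) was higher. The 7 include the probe listed as insulin-like growth factor binding protein 7, with a ubiquitin-conjugating enzyme as best match, which is also in the IGF list. On each of the 7 except SMC4, TB 4 lay within or above the range of the controls, and within slide row 2 the log2 difference was above 0 for cyclin-dependent kinase 1, cell division cycle 20, CASC5 (0.58) and SMC2 (0.40). All 7 passed the criteria of Additional file 1 both with and without TB 4, 2 did with slide row as a block, 0 within slide row 2, 3 without TB 1 or without control 4, and 4 without TB 2 or without TB 3. The clock genes period 2 (−2.09) and period 3 (−1.58) were lower.

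Of 4 plasma proteins, haptoglobin (2.44), alpha-2-macroglobulin (1.62) and alpha-1-microglobulin/bikunin (1.45) were higher in every TB liver, and complement factor H-like 2 (−1.83) was lower. Of the conjugation enzymes, PAPS synthase 2b (2.87) and UDP glucuronosyltransferase 2B1 (1.49) were higher and catechol O-methyltransferase (−2.67) was lower. Of the 9 tested matrix probes, all were lower, among them collagen X alpha 1 (−3.77), fibronectin 1 (−3.18 and −2.04), osteocalcin (−2.96) and lumican (−1.91). A further matrix probe, SPARC, was too dim to be tested and was higher by 1.52. All 3 chemokines were lower, with interleukin-8-like at −2.96, as were MHC class II beta (−4.60) and troponin T (−2.03). The genes of intestine, fatty acid binding protein 2 (3.04) and myosin IA (1.96), were higher, as were immunoglobulin heavy constant zeta (4.16, and 2.52 with normexp) and a synaptonemal complex protein listed under oocyte and ovary (2.64, and 0.85 with normexp), which were well above background on only 2 and 1 of the control arrays. The list of the IGF axis holds only the probe listed as insulin-like growth factor binding protein 7. The list of genes cloned from the anal fin holds Rack1 and Androgen_beta, and 0 of them passed. No probe is named for endocrine pancreas, cholesterol biosynthesis, bile acid synthesis or the reference genes.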
